# Par-3 partitioning defective 3 homolog *(C. elegans) *and androgen-induced prostate proliferative shutoff associated protein genes are mutationally inactivated in prostate cancer cells

**DOI:** 10.1186/1471-2407-9-318

**Published:** 2009-09-08

**Authors:** Dimiter Kunnev, Igor Ivanov, Yurij Ionov

## Abstract

**Background:**

Gene identification by nonsense-mediated mRNA decay inhibition (GINI) has proven its usefulness in identifying mutant genes in cancer cell lines. An increase in transcription in response to NMD inhibition of a subset of genes is a major cause of false positives when genes are selected for sequencing analysis. To distinguish between mRNA accumulations caused by stress response-induced transcription and nonsense-containing mRNA stabilizations is a challenge in identifying mutant genes using GINI.

**Methods:**

To identify potential tumor-suppressor genes mutated in prostate cancer cell lines, we applied a version of GINI that involves inhibition of NMD in two steps. In the first step, NMD is inhibited in duplicate tissue-culture plates. During this step, both the substrate for NMD and stress-response mRNA transcripts are accumulated in cells. In the second step, transcription is inhibited in both plates and NMD is inhibited in one plate and released in the second plate. Microarray analysis of gene-expression profiles in both plates after the second step detects only the differences in mRNA degradation but not in mRNA accumulation.

**Results:**

Analyzing gene expression profile alterations in 22RV1 and LNCaP prostate cancer cells following NMD inhibition we selected candidates for sequencing analysis in both cell lines. Sequencing identified inactivating mutations in both alleles of the PARD3 and AS3 genes in the LNCaP and 22RV1 cells, respectively. Introduction of a wild-type PARD3 cDNA into the LNCaP cells resulted in a higher proliferation rate in tissue culture, a higher adhesion of LNCaP cells to the components of extracellular matrix and impaired the growth of the LNCaP cells in soft agar and in a three-dimensional cell-culture.

**Conclusion:**

The mutational inactivation in a prostate cancer cell line of the PARD3 gene involved in asymmetric cell division and maintenance of cell-polarity suggests that the loss of cell-polarity contributes to prostate carcinogenesis.

## Background

Inactivation of tumor-suppressor genes in cancer cells frequently occurs through the nonsense mutation in one allele and the loss of the chromosome locus containing the wild type allele. Identifying the nonsense mutations in the remaining allele in regions of frequent losses of heterozygosity in tumors indicates putative tumor suppressor genes. Nonsense mutations located in mRNA sequences more than 22 nucleotides upstream of the last exon/exon junction elicit a rapid degradation of mutant mRNA through the nonsense-mediated mRNA decay (NMD) pathway [1,2]. Since triggering the NMD of mutant mRNA requires an initial round of translation, blocking translation with specific drugs, such as emetine, has been shown to abrogate the NMD-mediated degradation of mutant mRNAs [3]. This results in an increased amount of mRNA transcripts from genes containing nonsense or frameshift mutations, which can be detected using gene-expression microarrays. A strategy has been proposed for the identification of genes containing nonsense or frameshift mutations [4] using microarray analysis of mRNA profile alterations resulting from inhibiting NMD in cell lines (GINI).

The major complication in identifying mutant genes using GINI is the fact that too many genes that do not contain nonsense mutations show mRNA accumulation following the blocking of NMD with emetine or small interfering RNA against hUpf1 and hUpf2 genes, the major regulators of NMD. Part of these false-positive candidates is represented by genes transcriptionally induced by stress response to inhibition of NMD and the other part is represented by a natural substrate for NMD genes. These are the genes that have an upstream open reading frame in their 5' untranslated region, introns in the 3' untranslated region and the products of alternative splicing that produce nonsense codons or frameshifts [5]. Using control cell lines helps to eliminate false-positives represented by the natural substrate of NMD genes but, due to the variability in stress response between different cancer cell lines, does not efficiently eliminate false-positive candidates produced by stress response. Combining GINI microarray analysis with array-based comparative genomic hybridization (aCGH) has been proposed for the genome-wide identification of genes with biallelic inactivation involving nonsense mutations and loss of the wild-type allele. Although this approach led to identification of a previously unknown mutation in the receptor tyrosine kinase gene EPHB2 in the DU145 prostate cancer cell line [6], combining GINI and aCGH is not the best strategy for prostate cancer cells. The majority of prostate cancer cell lines are known to have microsatellite instability (MSI), which is caused by the inactivation of components of DNA mismatch repair (MMR) in prostate cells [7]. Inactivation of MMR causes a high rate of replication errors resulting in an elevated frequency of mutations. An inverse correlation between MSI and LOH reported for colorectal cancer [8] suggests that in cancers with MSI the inactivation of a tumor-suppressor gene is more likely to occur by two independent mutations in two alleles rather than by mutation in one allele and the loss of the other. Of five cell lines the most frequently used for prostate cancer research experiments PC-3, LNCaP, DU-145, LAPC-4, and 22RV1 only PC-3 does not have microsatellite instability. Therefore, relying upon aCGH analysis when choosing candidates for sequencing out of list of genes generated by GINI analysis of MSI positive prostate cancer cell lines will result in missing genes inactivated by two independent mutations.

In our lab, we have developed a modification of GINI that allows us to eliminate from further analysis the candidate genes that show mRNA increases due to stress response-induced transcription [9]. The idea behind the modification is use microarray analysis to measure only mRNA degradation rather than the sum of two processes, mRNA degradation and mRNA accumulation, caused either by mutant mRNA stabilization or by the increased transcription of stress-induced genes. In this work, we applied our method to LNCaP and 22RV1 prostate cancer cell lines with MSI, and identified previously unknown biallelic inactivating mutations in the par-3 partitioning defective 3 homolog (PARD3) gene in LNCaP cells and the androgen-induced prostate proliferative shutoff associated protein (AS3) gene in 22Rv1 cells.

## Methods

### Cell culture

The LNCaP and 22Rv1 prostate carcinoma cell lines (ATCC) were grown in RPMI-1640 supplemented with 10% fetal bovine serum (FBS), 100 U/ml penicillin and 0.1 mg/ml.

### GINI analysis

Cells were seeded in four tissue-culture plates. Caffeine (10 mM) was added to three plates and one plate was incubated without caffeine as a control. Following four hours' incubation, the medium was removed from one plate (with caffeine) and from the control plate and total RNA was prepared using TRIZOL reagent, according to manufacturer's instructions, and used for an Affymetrix U133Plus2.0 oligonucleotide array hybridization. The caffeine-containing medium of the two remaining plates was removed, the cells were washed twice with phosphate-buffered saline and the medium with actinomycin D (2 *μ*g/ml) together with caffeine (10 mM) was added to one plate. Actinomycin D alone was added to the other plate. Following another four hours' incubation, the total RNA from both plates was prepared and used for an Affymetrix U133Plus2.0 oligonucleotide array analysis.

### Affymetrix oligonucleotide array data analysis

Messenger RNA levels in drug-treated and untreated cells were measured using the Affymetrix U133Plus2.0 array. The results of array hybridization presented as CEL files were imported into the Bioconductor system using the R software package. Convolution background correction, quantile normalization and a summarization of probe intensity were processed using an adaptation of the Robust Multi-Chip Average (gcRMA) [10]. To compute GCRMA expression values, we conducted a *gcrma *function of the Bioconductor package, publicly available at the http://www.bioconductor.org. The quantile normalized log transformed GCRMA values were than used to select candidate targets for sequencing analysis using selection criteria described in the "Result" section of the text. The Affymetrix gene expression data were submitted to Gene Expression Omnibus (GEO) database under accession number GSE16856.

### Array comparative genomic hybridization

Genomic pooled normal control DNA and DNA from LNCaP or from 22Rv1 cells were fluorescently labeled by random priming and were hybridized to RPCI arrays containing ~6,000 RPCI-11 BAC clones, as described [11]. The hybridized slides were scanned using a Genepix 4200A scanner (Axon, Inc., Union City, CA) to generate high-resolution (10 μm) images for both Cy3 and Cy5 channels, and image analysis was performed using ImaGene (version 4.1) software (BioDiscovery, Inc., El Segundo, CA).

### Sequencing analysis

One microgram of total RNA from caffeine-treated prostate cancer cells was reverse transcribed using the SuperScript II protocol (Invitrogen, Carlsbad, CA, USA). Overlapping PCR primer sets were used to generate products spanning the entire open reading frames for candidate genes. Primers for sequencing analysis were designed using Primer3 software available online http://frodo.wi.mit.edu/primer3/. The PCR products were gel-purified and sequenced using the Applied Biosystems' PRISM 3100 Genetic Analyzer.

### Cloning and expression of PARD3

Reverse transcribed RNA from MCF-10A cells (ATCC) was used to amplify PARD3 cDNA by PCR with AccuPrime Pfx DNA Polymerase (Invitrogen) with the following primer sequences: Forward-gccaccATGAAAGTGACCGTGTGCTTCG; Reverse-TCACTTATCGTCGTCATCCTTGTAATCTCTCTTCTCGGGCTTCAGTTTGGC. The primers were designed with additional flanking sequences for Kozak (for the forward primer) and the FLAG-tag sequence followed by stop codon (for the reverse primer). The product was cloned in a pCR-Blunt II TOPO (Invitrogen) vector by using the Zero Blunt TOPO PCR Cloning Kit (Invitrogen). The sequence and direction of the insert was verified by sequencing. The PARD3 cDNA with Kozak and Flag-tag sequences attached was sub-cloned into a pBMN-I-GFP retroviral vector (a gift from Dr. G.Nolan from Stanford University), at the EcoRI site.

The pBMN-I-GFP-PARD3-FLAG construct was used for retroviral production according to the protocol described in the manual available at http://www.addgene.org/Garry_Nolan, based on the packaging cell line Phoenix (authorized for Roswell Park Cancer Institute). The same procedure was applied to the pBMN-I-GFP control vector without an insert. The virus containing medium was collected, filtrated with 0.4 μm Super Membrane Syringe Filter (Pall Corporation), concentrated by VIVASPIN 20 with membrane 50,000 MWCO PES (sartorius sedim biotech) and used for infection of the LNCaP cells. A week later the cell was subjected to GFP cell-sorting with FACS. The Par3 protein expression was confirmed by immunoblotting with an anti-FLAG mouse monoclonal antibody (Sigma) as well as with anti-Par3 mouse polyclonal antibody (Abcam).

### Fluorescence microscopy

Cells were grown in a medium containing 10% FBS on glass coverslips (22 mm × 22 mm). The cells was washed with PBS and fixed with 4% paraformaldehyde, permeabilized with 0.05% Triton X-100 for 10 min and blocked with 3% milk in PBS for 30 min. The anti-Flag antibody was added for one hour at a dilution of 1:300. A second antibody, goat anti-mouse Alexa Fluor 568 (Texas Red), was incubated for one hour at a dilution of 1:500. All incubations were done at room temperature. Fluorescent images were captured using a Nikon TE2000-E inverted microscope equipped with Roper CoolSnap HQ CCD camera.

### Western blotting

The whole-cell lysates from cultured cells were prepared with RIPA lysis buffer (50 mM Tris.HCl, pH 8.0, 150 mM NaCl, 1% Igepal CA 630, 0.5% sodium deoxycholate, 0.1% SDS) supplemented with a protease inhibitor cocktail and phosphatase inhibitor cocktails I and II (Sigma). The samples were sheared by 5-10 passes through a 27 g needle incubated on ice for 40 min. Extracts were cleared by centrifugation (30 min, 10,000 g, 4°C). Protein concentrations were determined by Bicinchoninic acid (BCA) protein assay reagent (Pierce) and lysates were boiled in a Laemmli samples buffer for 5 min before being subjected to SDS-PAGE. Equal amounts of proteins were separated using 10% SDS-polyacrylamide mini-gels. The proteins were transferred to the nitrocellulose membrane and stained with 0.1% Fast Green (Sigma) to confirm equal loading and even transfer. Membranes were incubated overnight with primary antibodies against Flag-tag (F 1804, mouse monoclonal M2, 1:1000, Sigma), anti-Par3 (Abcam, ab21987) or actin (A2066, rabbit polyclonal, 1:5000, Sigma), followed by incubation with respective horseradish peroxidase-conjugated secondary antibodies (sheep anti-mouse, 1:2000, Amersham). Immune complexes were visualized using the Super Signal chemiluminescence system (Pierce) and CL-XPosure film (Pierce).

### Cell proliferation assay

5 × 10^3 ^cells per well were plated in a 24-well format tissue culture plate in RPMI 1640 containing 5% fetal calf serum (FBS). Cells were cultured for the indicated time periods, trypsinized and counted by haemocytometer. The cell number was shown as the average ± S.D. of counting four individual wells per time-point. The experiment was repeated independently three times with similar results.

### Cell adhesion assay

The 96-well plates were pre-coated with 10 μg/ml (100 μl) fibronectin (Sigma) or type I collagen (Calbiochem) in PBS. Wells were blocked with 10 mg/ml BSA in PBS and washed with PBS. Cells were seeded to the wells at 2 × 10^4^/well in a tissue-culture medium. The plate was incubated for three hours in a CO_2 _incubator at 37°C. Nonadherent and loosely attached cells were removed from the wells by gently washing them with DPBS (Cellgro) and the attached cells were fixed with 5% glutaraldehyde (E.M.S.). Attached cells were counted by microscope at 200× magnification.

### Colony formation in soft agar assay

To assess the anchorage-independent growth of cells in soft agar, 5 × 10^3 ^cells were suspended in 2 ml of 0.4% L.M.P. agarose (Ultra Pure, Invitrogen) (top agar) in complete growth media and plated in six-well plates pre-coated with 2 ml of 0.8% L.M.P. agarose (base agar) in the same medium. The cells were then overlaid with 2 ml of complete growth media, which was changed every six days. Three weeks after starting the culture, the colonies were stained with 0.005% crystal violet in 25% methanol and colonies were counted visually.

### Three-dimensional culture

Three-dimensional cultivation of LNCaP cells was performed, as described in [12]. To the wells of 24-well plates, 200 μl of phenol red-free ice cold Matrigel were added and the plates were placed in a 37°C incubator for one hour to allow the matrix to gel. LNCaP cells were seeded onto this bed as a single-cell suspension in a tissue-culture medium containing 2% Matrigel. After Matrigel polymerization at 37°C, the tissue-culture medium was overlaid over polymerized Matrigel and the medium was changed every 48 hours.

## Results

### Identifying mutant genes in prostate cancer cell lines using GINI analysis

In the original GINI protocol, the mRNA level alterations detected by microarray hybridization after inhibition of NMD in cells represent the result of two simultaneous processes, i.e., mRNA synthesis and mRNA degradation. The inability to distinguish between mRNA accumulation caused by an induced novel mRNA synthesis and that caused by blocking mRNA degradation is the major source of false-positives produced by GINI analysis. Our modified GINI protocol allows separation of these two processes and analysis only mRNA degradation following NMD inhibition. The protocol involves two consecutive steps of NMD inhibition. 

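mRNA levels were measured on Affymetrix Human Genome U133 Plus 2.0 arrays. LNCaP is a prostate cancer line from a lymph node metastasis, and 22Rv1 is a prostate carcinoma line derived from the CWR22 xenograft. Each line gave 4 arrays, with 1 array per treatment and 8 arrays in all. The cells were untreated, or kept for 4 hours in 10 mM caffeine, which was used to inhibit NMD. After the caffeine step, cells were kept for another 4 hours in 2 μg/ml actinomycin D, which blocks transcription, with 10 mM caffeine or without it. No array was repeated, so the difference between any pair of arrays has no replicate check. The deposited values are log2 signals that the authors background corrected, quantile normalized and summarised per probe set with gcRMA. All arrays therefore hold the same distribution, with a median of 2.75 and an upper quartile of 6.21. On each array 20975 probe sets (38.4%) had a log2 signal of 4 or more, the floor used here for detection. A normalized signal gives the level of a transcript relative to the other transcripts on its array, so a loss shared by all mRNAs is not seen in it. The following differences were computed from these values: accumulation (caffeine minus untreated), degradation (actinomycin D with caffeine minus actinomycin D alone), decay (actinomycin D alone minus caffeine) and the untreated difference (LNCaP minus 22Rv1). The 18 hybridization control probe sets, from RNA added in equal amounts, had a mean accumulation of -0.51 (SD 0.22) in LNCaP and -0.13 (SD 0.10) in 22Rv1. The annotation gave 41097 probe sets a single gene symbol, for 19775 genes, and a gene is represented by its probe set with the highest mean signal unless a probe set is named. Responses common to both lines were tested with limma, with the 2 lines as the replicates of each treatment and cell line as a block. The test covered the 21453 probe sets with a mean of at least 4, and p-values were adjusted by the Benjamini-Hochberg method. The copy of Table S1 used here lacks 14384 of its 16383 lines, and the values it holds equal the deposited ones, column by column, to within 5.0e-05.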

In the first step, NMD is inhibited in duplicate tissue-culture plates of each analyzed cell line. During this step, the accumulation of mRNA transcripts of stress-response genes due to enhanced transcription as well as of genes representing a natural substrate of NMD (including those containing nonsense mutations) takes place. 

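Several natural NMD substrates and stress genes had higher signals after caffeine. Of the snoRNA host transcripts, which carry short open reading frames and are natural substrates of NMD, 5 of the 14 listed were detected and the others were not analysed here. Their median accumulation was 1.17 in LNCaP and 1.04 in 22Rv1, above all of 10000 random lists of the same size and level in LNCaP and at percentile 99.96 of them in 22Rv1. SNHG17 was higher by 2.00 in LNCaP and 2.02 in 22Rv1, and EPB41L4A-AS1 by 1.93 and 1.70 (0.64 and 1.91 for another of its probe sets). A further host, ZFAS1, was the median member, although another of its probe sets gave -0.12 in LNCaP. The 10 detected NMD factors, some of whose mRNAs are themselves substrates of the pathway, had medians of 0.46 and 0.43 (percentiles 99.3 and 98.1 of random lists). Splicing factors with isoforms that carry premature stop codons had medians of 0.24 and 0.27 over 19 genes, led by the kinase CLK1 at 2.10 and 1.95.
Among 29 genes of the ATF4 and amino acid stress response, 6 were higher by at least 1 in LNCaP and 9 in 22Rv1. PPP1R15A, a phosphatase subunit that restores translation after stress, was higher by 2.84 in LNCaP and 3.10 in 22Rv1. The transcription factor gene DDIT3 was higher by 1.35 and 2.72 and ATF3 by 0.39 and 3.20, while DDIT4 was lower, at -1.53 and -3.97. Immediate early genes had a median of 0.19 in LNCaP, where 3 of 21 were higher by at least 1, and of 1.35 in 22Rv1, where 15 were. EGR1 differed by 4.90 in 22Rv1 and the cAMP target NR4A2 by 5.69, while both were below the floor of 4 in LNCaP with and without caffeine. The 10 detected cAMP and CREB targets had medians of 0.27 and 2.39, and the difference between the lines was not tested. Heat shock genes had medians of -0.23 and -0.28, and genes of the unfolded protein response 0.14 and -0.18.
Over both lines, limma called 9 probe sets higher and 1 lower at an adjusted p under 0.05, and 3794 had an unadjusted p under 0.05. PPP1R15A rose by 2.97 (standard error 0.22, adjusted p = 0.0409 from limma), and CLCN6, a chloride transporter gene, rose by 3.00 (standard error 0.21, adjusted p = 0.0409 from limma). The ubiquitin ligase gene CBLB rose by 2.54 (adjusted p = 0.0493 from limma), although another of its probe sets gave -0.30 in 22Rv1. One DIDO1 probe set fell by 4.24 (adjusted p = 0.0409 from limma), while its 3 other tested probe sets were at 0.35 to 1.84. With no cell line block no probe set passed, with 856 at an unadjusted p under 0.05. None passed with only the 4 arrays compared, and the 1 that passed with no filter was not among the 10 main calls. With a variance trend 136 passed, all 10 among them, and with robust variances 6 of the 10 did. With a mean of at least 6, 164 were higher and 43 lower, with 5 of the 10 among them. Scaled on the poly-A probe sets, a choice made after seeing the data, 94 were higher and 11 lower, all 10 among them. Adjusted over the list alone, 3 of the 5 snoRNA hosts, 5 of the 19 splicing factors and 6 of the 28 ATF4 genes tested were higher, and 3 ATF4 genes were lower. In camera the snoRNA hosts (adjusted p = 0.000475), the immediate early genes (adjusted p = 0.000482), the splicing factors (adjusted p = 0.0089), the ATF4 genes (adjusted p = 0.0092) and the cAMP targets (adjusted p = 0.0246) were higher than other genes with a preset correlation of 0.01. None of these calls held with an estimated correlation. The snoRNA hosts and splicing factors had an adjusted p = 0.414 with an estimated correlation, and the other lists called an adjusted p = 0.559 with an estimated correlation. The NMD factors were not called in camera (adjusted p = 0.113 with the preset correlation, adjusted p = 0.559 with an estimated correlation).

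**Figure D1:**
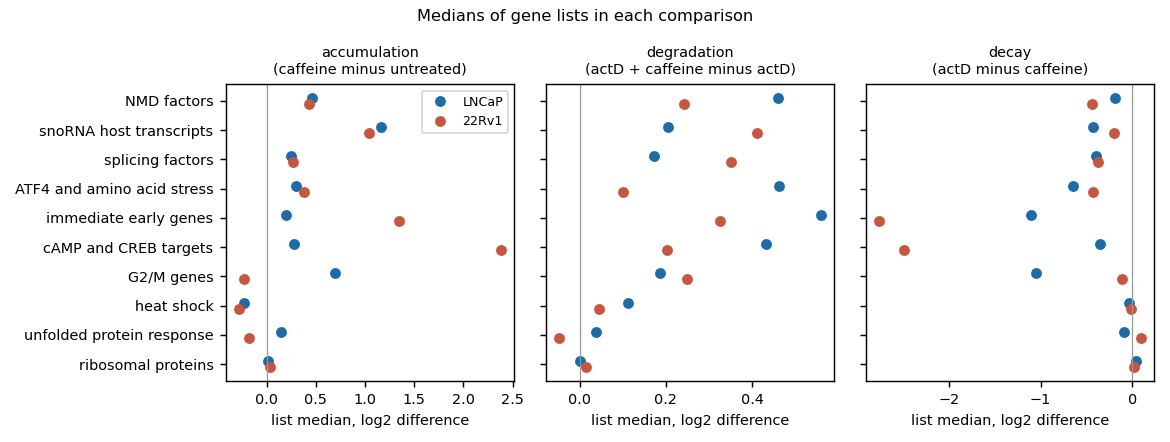
Medians of 10 gene lists, in log2 differences, for accumulation, degradation and decay, with 1 point per cell line. The cAMP and CREB targets and the immediate early genes stand at 2.39 and 1.35 in the accumulation of 22Rv1, and the ribosomal protein genes stay near 0 in every panel.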

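Several mRNAs were lower after 4 hours of actinomycin D alone than before it. This comparison also withdraws caffeine, so a fall need not reflect a short lifetime. With caffeine kept, a comparison chosen after seeing the data, the immediate early genes still had medians of -0.57 in LNCaP and -2.44 in 22Rv1. The snoRNA hosts then had -0.09 and -0.06, the splicing factors -0.33 and -0.05 and the ATF4 genes -0.28 and -0.24. DDIT3 then had 0.16 and -0.76. The values below are for actinomycin D alone. MYC fell by 5.45 over both lines (standard error 0.75, adjusted p = 0.0334 from limma), with differences of -4.70 in LNCaP and -6.20 in 22Rv1. DUSP1, a phosphatase gene of the same immediate early group, fell by 4.63 (adjusted p = 0.0341 from limma), although a further DUSP1 probe set was at -0.66. The immediate early genes had a median of -1.10 in LNCaP and -2.76 in 22Rv1, with 12 and 16 of 21 lower by at least 1. In limma 4 of the 17 tested fell, and 12 when adjusted over the list alone. The ATF4 stress genes had medians of -0.64 and -0.43, and 7 of the 28 tested fell, or 10 when adjusted over the list alone. Among them were DDIT3, which fell by 3.52 (adjusted p = 0.0264 from limma), and SESN2, one probe set of which fell by 3.49 (adjusted p = 0.0264 from limma) and another was at -0.26. SNHG17 fell by 1.97 (adjusted p = 0.0264 from limma). The splicing factors had medians of -0.40 and -0.38, and 2 of the 19 tested fell, or 5 when adjusted over the list alone. Genes of G2/M had medians of -1.05 in LNCaP and -0.11 in 22Rv1, while ribosomal protein genes stayed at 0.04 and 0.02. Over all probe sets tested, 102 were higher and 399 lower in limma at an adjusted p under 0.05. The immediate early genes were lower than other genes in camera (adjusted p = 1.17e-08 with the preset correlation, adjusted p = 0.671 with an estimated correlation). So were the ATF4 genes (adjusted p = 1.28e-05, and adjusted p = 0.357 with an estimated correlation), the splicing factors with isoforms that carry premature stop codons (adjusted p = 0.000600, and adjusted p = 0.357 with an estimated correlation) and the G2/M genes (adjusted p = 0.00404, and adjusted p = 0.801 with an estimated correlation). All 21 probe sets of the poly-A control RNAs, which are added to the RNA before labelling, were higher on the actinomycin D arrays than on the caffeine arrays, by a mean of 1.55 in LNCaP and 1.19 in 22Rv1, and the hybridization controls by 0.62 and 0.08. With no cell line block no probe set passed, with 1232 at an unadjusted p under 0.05. None passed with only the 4 arrays compared. With no filter 6 passed, 3 of them among the 501 main calls, and with a variance trend 485 of the 501 passed again. With the arrays scaled on the poly-A probe sets, a choice made after seeing the data, 17489 fell and 58 rose.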

During the second step, transcription is blocked with actinomycin D in both tissue-culture plates, and NMD inhibition is continued in one tissue-culture plate and released in the other for each analyzed cell line. During this step, the natural substrate of NMD, including nonsense mutation-containing transcripts, are degraded at different rates between the two plates, depending on the NMD status in each plate, while the stress response genes should be degraded with the same efficiency regardless of NMD status, Comparing mRNA levels after the second step of NMD inhibition using Affymetrix Genechip hybridization allows measurement of the degree of mRNA degradation when NMD is either "on" or "off", without the interference of stress response-induced mRNA synthesis. 

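Among the 10 genes with the largest degradation in both lines were genes of the stress response. DDIT3 was higher with caffeine than without it by 3.20 in LNCaP and 3.22 in 22Rv1, PPP1R15A by 2.80 and 2.72, and GADD45G, a growth arrest gene, by 3.81 and 2.65. The zinc finger gene ZNF473 was higher by 4.05 and 3.22 (1.67 and 1.50 for another of its probe sets), CDKN2AIP by 2.71 and 4.04, BRF2, a factor of RNA polymerase III, by 3.69 and 2.67 (1.10 and 1.33 for another probe set), the splicing kinase gene CLK1 by 3.17 and 2.50, and IFRD1 by 2.44 and 3.30. Without caffeine ZNF473, BRF2 and PPP1R15A in LNCaP and GADD45G in both lines were below the floor of 4, so the sizes of these differences are not exact. With signals under 4 set to 4, a choice made after seeing the data, ZNF473 had 3.06 in LNCaP, and 3 genes were no longer among the 10: GADD45G, at 3.62 and 1.88, NCOA5, at 2.64 and 0.94, and COX17, at 1.20 and 0.70. Of 11465 detected genes, 116 were higher by more than 1 in both lines and 3 were lower by more than 1 in both, among them BAG2 at -1.21 and -1.33.
The snoRNA hosts had medians of 0.20 in LNCaP and 0.41 in 22Rv1 (percentiles 87.8 and 99.8 of random lists), with SNHG17 at 1.70 and 1.33. The NMD factors had medians of 0.46 and 0.24 (percentiles 98.6 and 97.4), and the splicing factors, CLK1 among them, 0.17 and 0.35 (percentiles 91.16 and 100.0). Of the stress groups, the ATF4 genes had medians of 0.46 and 0.10, with SESN2 at 2.25 and 1.14 (0.76 and 0.45 for another probe set) and GADD45A at 1.78 and 1.31. The immediate early genes had medians of 0.56 and 0.33, with KLF6 at 2.15 and 0.74 (0.84 to 2.13 in LNCaP and 0.71 to 1.44 in 22Rv1 for its other probe sets), KLF4 at 1.77 and 0.65 and IER5 at 1.60 and 1.27. The cAMP and CREB targets had medians of 0.43 and 0.20, and none of the 10 was higher by at least 1 in 22Rv1. Heat shock genes had medians of 0.11 and 0.04, and ribosomal protein genes 0.00 and 0.01.
In limma no probe set passed at an adjusted p under 0.05, and 1712 had an unadjusted p under 0.05. None passed with no cell line block, with robust variances or with only the 4 arrays compared. With a variance trend 7 were higher, with a mean of at least 6, 5 were higher, and with no filter 1 was lower. Scaled on the poly-A probe sets, a choice made after seeing the data, 31 were higher. The estimates for CLK1 (2.84, standard error 0.23), ZNF473 (3.63, standard error 0.31) and PPP1R15A (2.76, standard error 0.22) each had an adjusted p = 0.0875 from limma. Adjusted over the list alone, 4 ATF4 genes, 2 splicing factors, 1 snoRNA host and 1 NMD factor were higher. In camera with the preset correlation the ATF4 genes (adjusted p = 0.000395), the splicing factors (adjusted p = 0.00338), and the snoRNA hosts and NMD factors (adjusted p = 0.0178 for each) were higher than other genes, and all had an adjusted p = 0.485 with an estimated correlation. The immediate early genes (adjusted p = 0.0178) had an adjusted p = 0.908 with an estimated correlation. The 3 probe sets for 18S rRNA also differed between these arrays, by a mean of 5.45 in LNCaP and 1.08 in 22Rv1.

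**Figure D2:**
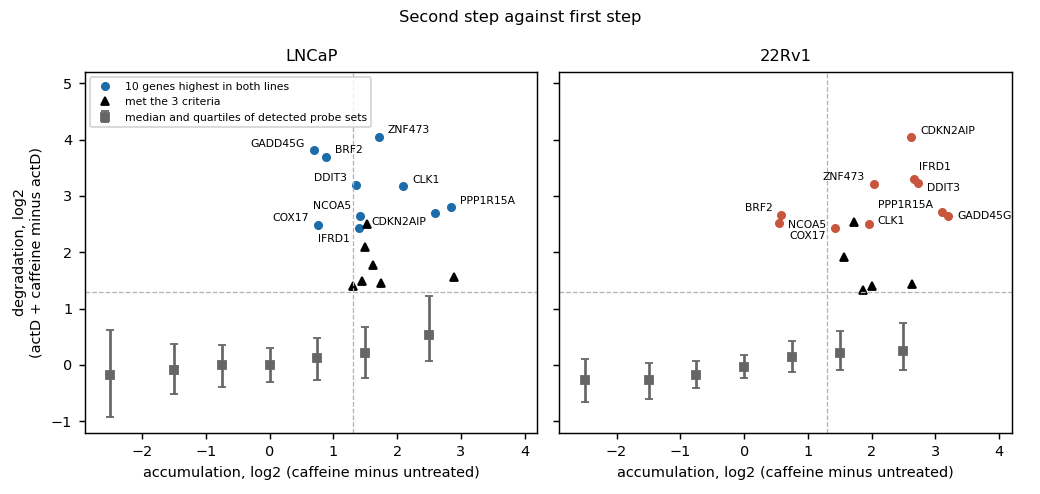
Degradation against accumulation in each cell line, in log2 differences. Squares with bars are the median and quartiles of detected probe sets in 7 bins of accumulation, coloured points the 10 genes with the largest degradation in both lines, triangles the probe sets that met the 3 criteria, and dashed lines the cut-off of 1.3. The median degradation of probe sets with an accumulation above 2 was 0.52 in LNCaP and 0.24 in 22Rv1.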

We applied this strategy to identify mutant genes in the MSI -positive 22Rv1 and LNCaP prostate cancer cell lines, also using these cell lines as controls against each other, assuming that different genes were mutated in these cell lines. To identify nonsense or frameshift mutation-containing genes in LNCaP and 22Rv1 cells, we performed the following microarray gene expression profiling experiments: Using Affymetrix Plus2.0 Genechip hybridization, we measured mRNA levels in LNCaP and 22Rv1 cells at the following times- 1) before inhibition of NMD, 2) after inhibiting NMD for four4 hours by incubating cells in a medium containing caffeine (We used caffeine instead of emetine for NMD inhibition because NMD is quickly restored in the cells after removal of caffeine but not of emetine from the media [9].), 3) after further inhibiting both NMD and transcription by incubating cells in a medium containing both caffeine and actinomycin D for four hours or after inhibiting transcription only by incubating cells in the medium with actinomycin D but without caffeine. Additional file 1: Table S1 shows the quintile normalized log2 transformed probe hybridization signal values of all performed microarray experiments.

To select candidates for sequencing out of a large list of LNCaP genes cells showing mRNA alterations following various modes of NMD inhibition, we applied the following arbitrarily chosen cut-off thresholds to the quintile normalized and log-transformed values of Affymetrix Genechip hybridization signal intensities. First, the mRNA level for a candidate gene in untreated cells before NMD inhibition was more than four-fold lower (< -2 on the log scale) in LNCaP cells than in 22Rv1 cells (assuming that NMD degrades mutant mRNA transcript in LNCaP cells). 

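In untreated cells 1721 probe sets were lower in LNCaP than in 22Rv1 by more than 2, and 1720 were lower in 22Rv1. The genes farthest below 22Rv1 in LNCaP were RGS2, a regulator of G protein signalling, at -11.26, the mitochondrial carrier gene UCP2 at -9.98, the metalloprotease inhibitor gene TIMP1 at -9.51 and the keratin gene KRT19 at -9.34. The genes farthest above 22Rv1 were the membrane peptidase gene MME at 9.02, ATP11A at 8.52, the imprinted gene PEG3 at 8.24, the chemokine receptor gene ACKR3 at 8.10 and the glucagon gene GCG at 8.07. Each of these genes had a signal below the floor of 4 in the line where it was lower, so the size of its difference is not exact. Other probe sets ran the same way and gave -7.56 for UCP2, 5.66 for MME, 0.47 to 5.65 for ATP11A and 3.54 for ACKR3, and that of PEG3 was below the floor in both lines. The SD of the untreated difference over 22842 detected probe sets was 1.57, and 3441 of them differed by more than 2.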

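After caffeine 803 probe sets were higher by more than 1.3 in LNCaP, and 378 of them were below 1.0 in 22Rv1. In 22Rv1 the numbers were 1291 and, with LNCaP below 1.0, 839. Genes with a larger accumulation in LNCaP included ACP3, which encodes prostatic acid phosphatase, at 3.44 in LNCaP and 0.28 in 22Rv1, and, below the floor of 4 in 22Rv1 on both arrays, the fibrillin gene FBN1 at 3.27 in LNCaP and REM2 at 3.17. Those with a larger accumulation in 22Rv1 were CGA, the alpha subunit gene of the glycoprotein hormones, at 7.95 in 22Rv1 (2.74 for another probe set), TCIM at 6.08 and the kinase gene PDK4 at 4.86, which were below the floor in LNCaP on both arrays, and GEM at -0.22 in LNCaP and 6.36 in 22Rv1 and DUSP4 at 0.41 and 5.28 (-1.27 and 0.52 in LNCaP, and 1.93 and 4.29 in 22Rv1, for its other probe sets). The differences between the lines were not tested. Values that ran the same way in both lines were found for CLCN6 at 3.08 and 2.92, CDKN2AIP at 2.60 and 2.62, FBXO32 at 2.75 and 2.53 and JAK1 at 2.84 and 3.39. Lower after caffeine in both were MIR210HG at -2.94 and -5.54, PPP1R10 at -2.64 and -3.97 and the glycolytic regulator gene PFKFB3 at -2.24 and -2.32. The lower signal was below the floor for FBN1, REM2 and CLCN6 in LNCaP, for DUSP4, MIR210HG and PPP1R10 in 22Rv1 and for FBXO32 in both, so the sizes of these differences are not exact. Of 11520 detected genes, 265 were higher and 150 lower by more than 1 in both lines.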

Second, the increases in mRNA levels following inhibition of NMD with caffeine in the first step were more than threefold (>1.3 on the log scale) in LNCaP cells and less than twofold (< 1.0 on the Log scale) in 22Rv1 cells. And, finally, the mRNA level for a candidate gene in LNCaP cells after the second step of NMD inhibition, i.e., after blocking both NMD and transcription, was more than threefold higher than after blocking transcription only, while in 22Rv1 cells the difference after the second step was chosen to be less than two fold. 

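After the second step 634 probe sets were higher by more than 1.3 in LNCaP with caffeine than without it, and 467 of them were below 1.0 in 22Rv1. In 22Rv1 the numbers were 438 and 295. Genes with a larger degradation value in LNCaP included BHLHE40, a transcription repressor gene, at 3.56 in LNCaP, and PPP1R3B, a subunit that directs phosphatase to glycogen, at 2.61. Both were below the floor of 4 in 22Rv1 on both arrays, as was BHLHE40 without caffeine in LNCaP. Lower with caffeine in LNCaP were TOP2A, topoisomerase II alpha, at -2.89 in LNCaP and 0.49 in 22Rv1, and SEPTIN7 at -3.09 and 0.00, while another TOP2A probe set gave -0.12 in LNCaP. The TOP2A and SEPTIN7 probe sets named first were low only on the LNCaP array for actinomycin D with caffeine, at 6.78 and 8.75. The other LNCaP arrays gave at least 9.67 and 11.60. The array for actinomycin D with caffeine is also the one with the high 18S rRNA signal. Every LNCaP degradation value rests on it, those of the candidates included. The differences between the lines were not tested. Of the 56 probe sets that met the untreated and accumulation criteria for LNCaP, 7 met this one, and 5 of the 100 for 22Rv1 did. Draws of probe sets of the same level gave 1.36 of 56 on average for LNCaP and 1.52 of 100 for 22Rv1. The observed counts stood at percentile 99.98 and 98.98 of 10000 such draws. The draws took probe sets and not genes, and 2 of the 5 for 22Rv1 are of PDS5B. The percentile for 22Rv1 may therefore overstate the excess. Selections with every inequality turned round, the limit in the control line included, also exceeded matched draws (percentiles 99.97 and 100.0). An excess as such was therefore not particular to these criteria. In those selections more probe sets than in matched draws also went the opposite way in the second step (percentiles 100.0 and 97.26). With the criteria as given, the counts going the opposite way stood at percentile 20.9 for LNCaP and 91.84 for 22Rv1.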

The candidates for the 22Rv1 cells were selected using the same cut-off thresholds as for the LNCaP cells.

Analyzing the quintile normalized, log-transformed Affymetrix hybridization data we identified 7 and 5 hybridization probes for the LNCap and 22Rv1 cells respectively that satisfied the chosen cut-off thresholds (Table 1). 

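PARD3, which encodes a scaffold protein of the Par polarity complex, had the largest accumulation of the 7 LNCaP probe sets. Its probe set of Table 1 had log2 signals in LNCaP of 3.23 untreated, 6.13 after caffeine, 6.29 after actinomycin D with caffeine and 4.72 after actinomycin D alone, an accumulation of 2.89 and a degradation of 1.56. The untreated signal is below the floor of 4, so the accumulation is not exact, and it is 2.13 with signals under 4 set to 4, a choice made after seeing the data. In 22Rv1 the same probe set had 7.09, 7.98, 8.49 and 8.39. GTPBP2, a GTP-binding protein gene, had a degradation of 2.09 and an accumulation of 1.50, and ANKRD28, an ankyrin repeat protein gene, 1.46 and 1.74. VRK3, of the vaccinia-related kinase family, had 2.50 and 1.53, with signals of 3.87 untreated and 2.80 after actinomycin D alone, both below the floor. The probe set listed as LOC692247 in Table 1 and here annotated to LMNTD2-AS1, had a degradation of 1.48 and an accumulation of 1.45 (1.32 with signals under 4 set to 4). The probe set listed as AFF1 and here annotated to AFF3, had 1.40 and 1.31. Its signal after actinomycin D alone, 3.18, is below the floor, so its degradation is not exact, and it is 0.58 with signals under 4 set to 4. The untreated difference of these 6 probe sets lay between -2.58 for VRK3 and -5.14 for AFF3. Other probe sets above the floor in at least 1 line gave 1.04 and 2.12 for ANKRD28 and 0.08 and -2.35 for GTPBP2. They gave -5.13 for LMNTD2-AS1, -0.77 and -1.85 for VRK3, -1.93 and -2.27 for PARD3 and -1.90 for AFF3. No value has a replicate check, and probe sets of one gene differed with an SD of 0.52 in accumulation and 0.61 in degradation in LNCaP. Another PARD3 probe set had an accumulation of 1.37 and a degradation of 1.64 in LNCaP, against 1.30 and -0.26 in 22Rv1, and the remaining 2 were below the floor in LNCaP before and after caffeine. Other probe sets above the floor on both arrays had accumulations in LNCaP of -0.05 for ANKRD28, -0.04 for GTPBP2, 0.55 for LMNTD2-AS1 and -0.18 and 0.50 for VRK3. The same probe sets had degradations in LNCaP of -0.14 for ANKRD28, 0.64 for GTPBP2, -0.79 for LMNTD2-AS1 and 0.42 and -0.17 for VRK3. That of LMNTD2-AS1 is not exact, since its signal after actinomycin D with caffeine was below the floor. A further VRK3 probe set, below the floor untreated in both lines, had accumulations of 1.24 in LNCaP and 3.82 in 22Rv1. These are 0.37 and 2.62 with signals under 4 set to 4. The VRK3 probe sets at -0.18 and 0.50 in LNCaP had accumulations of -0.17 and -0.87 in 22Rv1. With signals under 4 set to 4 VRK3 and AFF3 no longer passed, and AFF3 did not with the arrays centred on their median. With a cut-off of log2 of 3 for accumulation and degradation, CLPTM1 alone of the 7 passed, and PARD3 did not. With every inequality turned round in both lines, 17 of the 206 probe sets past the first 2 criteria passed for LNCaP and 13 of 185 for 22Rv1. Matched draws gave 6.8 and 1.1 on average. The paper assumes that NMD keeps mutant transcripts low in the line that carries the mutation and takes the probe sets that pass as candidates for sequencing.

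**Figure D3:**
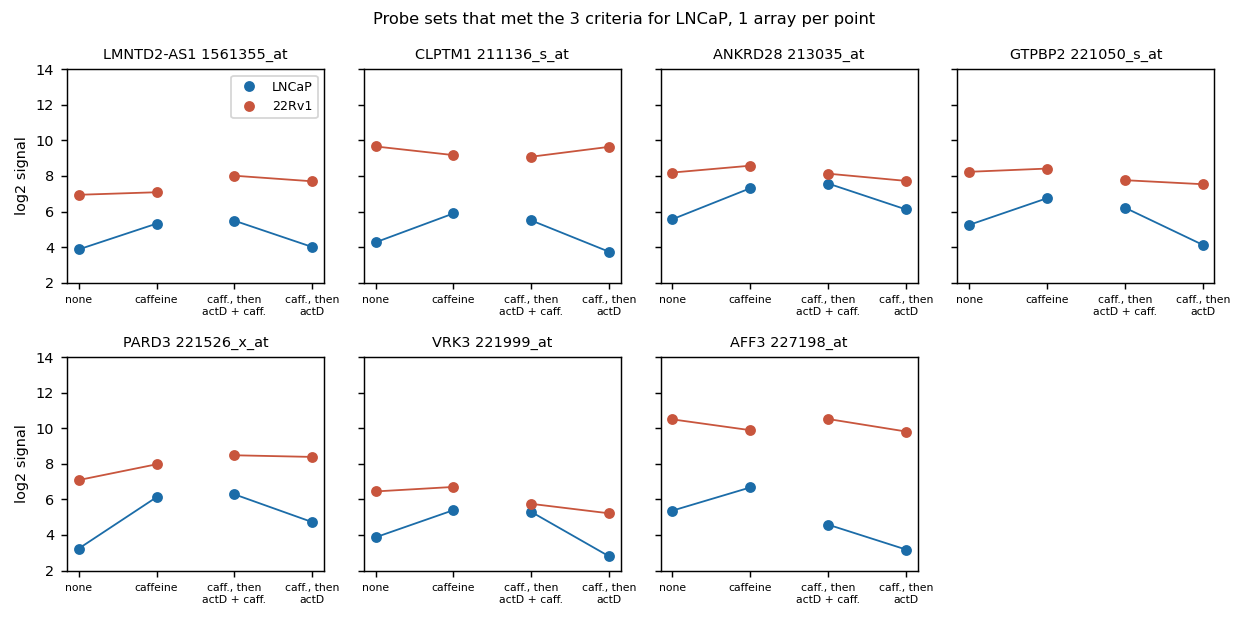
Log2 signal of the 7 LNCaP probe sets by treatment, with 1 array per point and lines joining the arrays compared in each step. In LNCaP PARD3 stands at 3.23 untreated and 6.13 after caffeine, and in 22Rv1 at 7.09 or more on every array.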

RT-PCR analysis (Figure 1A) shows that PARD3 and AS3 mRNA levels were lower in the LNCaP and in 22Rv1 cells respectively before NMD inhibition and were up-regulated in these cells following NMD inhibition with caffeine. By sequencing the cDNA corresponding to the identified probes, we found mutations in the PARD3 and AS3 genes in the LNCaP and 22Rv1 cells respectively. The homozygous frameshift mutation in another selected candidate in the LNCaP cells, in the cleft lip and palate-associated transmembrane protein 1 (CLPTM1), has been identified previously [13]. 

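CLPTM1, a transmembrane protein gene, was the LNCaP candidate with the largest untreated difference, at -5.40. Its probe set of Table 1 had log2 signals in LNCaP of 4.26 untreated, 5.89 after caffeine, 5.50 after actinomycin D with caffeine and 3.73 after actinomycin D alone. Its accumulation of 1.63 and degradation of 1.76 in LNCaP stood against -0.49 and -0.56 in 22Rv1. The signal after actinomycin D alone is below the floor of 4, so the degradation is not exact, and it is 1.50 with signals under 4 set to 4, a choice made after seeing the data. The other CLPTM1 probe set was also lower in LNCaP, by an untreated difference of -2.97. In LNCaP it had an accumulation of 0.71 and a degradation of 0.04, so it met the first criterion and not the other 2.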

Figure 1 shows that inactivation of the PARD3 and AS3 genes in the LNCaP and 22Rv1 cells occurred through two independent mutations in both alleles of genes located in the regions of the cell genome identified by aCGH analysis as LOH-free (Figure 1C). The inactivation of the CLPTM1 gene in LNCaP cells on the other hand, most likely had occurred by mutation in one allele and the loss of the other as suggested by the gene's location in the region of LOH (Figure 1C). This result illustrates that combining GINI and aCGH helps to narrow down the number of candidates for sequencing but may result in missing genes inactivated by two independent mutations. It also shows the capability of the GINI to efficiently identify mutant genes regardless of the information on LOH.

**Table 1:** Candidates for sequencing analysis in the LNCaP and 22Rv1 selected using GINI.

	GENE Symbol	Probe set ID	22Rv1			LNCaP		
			Log_2 _(signal)	Log_2 _Accumulation	Log_2 _Degradation	Log_2 _(signal)	Log_2 _Accumulation	Log_2 _Degradation
	PARD3	221526_x_at	7.1	0.9	0.1	3.2	2.9	1.6
	ANKRD28	213035_at	8.2	0.4	0.4	5.6	1.7	1.5
	CLPTM1	211136_s_at	9.7	-0.5	-0.6	4.3	1.6	1.8
**LNCaP candidate**	VRK3	221999_at	6.5	0.3	0.5	3.9	1.5	2.5
**s**	GTPBP2	221050_s_at	8.2	0.2	0.2	5.2	1.5	2.1
	LOC692247	1561355_at	6.9	0.1	0.3	3.9	1.5	1.5
	AFF1	227198_at	10.5	-0.6	0.7	5.4	1.3	1.4
	AS3	207956_x_at	5.9	2.6	1.4	10.0	0.1	0.3
**22RV1**	TTLL7	219882_at	3.6	2.0	1.4	7.6	0.3	0.9
**candidate**	PDSB5	204742_s_at	3.9	1.9	1.3	7.8	-0.6	-0.6
**s**	EIF5	208708_x_at	9.2	1.7	2.5	11.3	0.7	0.9
	EIF2C2	225827_at	3.5	1.6	1.9	6.1	-0.6	0.1

RNAs from LNCaP and 22Rv1 cells were analyzed using Afffymetrix GeneChip Human Genome U133Plus 2.0 Array hybridization after the following treatments: 1) no treatment, 2) incubation with caffeine for four hours, 3) incubation with caffeine and actinomicin D following caffeine treatment for four hours and 4) incubation with actinomycin D following caffeine treatment for four hours. The candidates for sequencing analysis for LNCaP cells were selected by sorting the normalized, Log2 transformed hybridization signal values data using the following criteria: 1) expression of the candidate gene in the untreated LNCaP cells is more than four-times lower than in the untreated 22Rv1 cells used as a control, i.e., Log2(signal LNCaP) - Log2(signal 22Rv1) <2.0; 2). The mRNA level accumulation for candidate genes following incubation with caffeine for four hours should be more than threefold and less than twofold in the LNCaP and 22Rv1 cells, respectively: i.e., Log2 (Accumulation LNCaP) >1.3 and Log2(Accumulation 22Rv1) <1.0; 3). The mRNA levels for candidates after inhibiting both mRNA synthesis and mRNA degradation with actinomycin D and caffeine should be more than threefold and less than twofold higher than after inhibiting mRNA synthesis only with actinomycin D for the LNCaP and 22Rv1 cells, respectively: i.e., Log2 (Degradation LNCaP) >1.3 and Log2 (Degradation22Rv1) <1.0. Candidates for the 22Rv1 cells were selected in the same way, using the LNCaP cell as a control. Five probes for the 22Rv1 and seven probes for the LNCaP cells satisfied the described selection criteria.

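PDS5B, the current symbol of AS3, which encodes a cohesin regulator, supplied 2 of the 5 probe sets for 22Rv1, so the 5 probe sets stand for 4 genes. The probe set listed as AS3 had log2 signals in 22Rv1 of 5.94 untreated, 8.57 after caffeine, 7.80 after actinomycin D with caffeine and 6.36 after actinomycin D alone. This is an accumulation of 2.63 and a degradation of 1.44, against 0.09 and 0.25 in LNCaP. The probe set listed as PDSB5 had 1.86 and 1.33 in 22Rv1, and -0.56 and -0.64 in LNCaP. In untreated cells these were higher in LNCaP by 4.09 and 3.83. TTLL7, of the tubulin tyrosine ligase family, was higher in untreated LNCaP cells by 4.07 and had 2.01 and 1.40 in 22Rv1. EIF5, a translation initiation factor gene, had the largest degradation in 22Rv1 among the 5 probe sets, at 2.53, with 1.72 for accumulation. It had an accumulation of 0.65 and a degradation of 1.00 (0.9962 before rounding) in LNCaP. AGO2, listed in Table 1 as EIF2C2, an Argonaute gene, had 1.57 and 1.91 in 22Rv1 and -0.55 and 0.01 in LNCaP. The 4 other EIF5 probe sets had degradations of 1.35 to 2.75 in 22Rv1 and 0.21 to 1.56 in LNCaP, and one of them had an untreated difference of -0.32. With a cut-off of log2 of 3 for accumulation and degradation, EIF5 alone of the 5 passed, and neither PDS5B probe set did. With signals under 4 set to 4, a choice made after seeing the data, TTLL7 and AGO2 no longer passed. Both were below 4 in 22Rv1 untreated and after actinomycin D alone, and the PDSB5 probe set untreated, so the sizes of their differences are not exact. Of the 12 candidate probe sets in both lines, 3 have the suffix _x_at, which marks probes that may bind other transcripts.

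**Figure D4:**
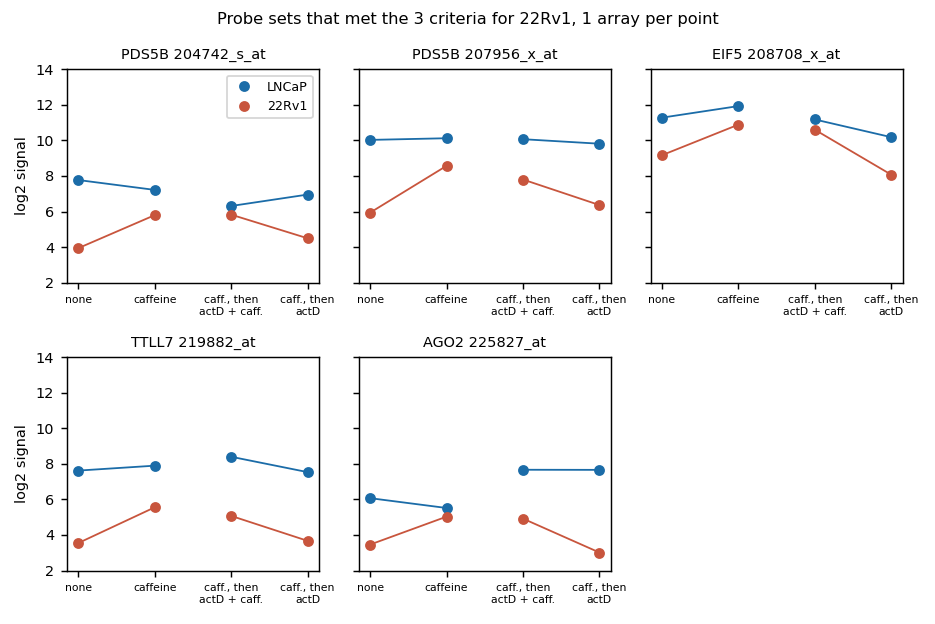
Log2 signal of the 5 probe sets for 22Rv1 by treatment, with 1 array per point and lines joining the arrays compared in each step. In 22Rv1 the AS3 probe set of PDS5B stands at 5.94 untreated and 8.57 after caffeine, and EIF5 differs between the actinomycin D arrays in both lines, by 2.53 in 22Rv1 and 1.00 in LNCaP.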

**Figure 1:**
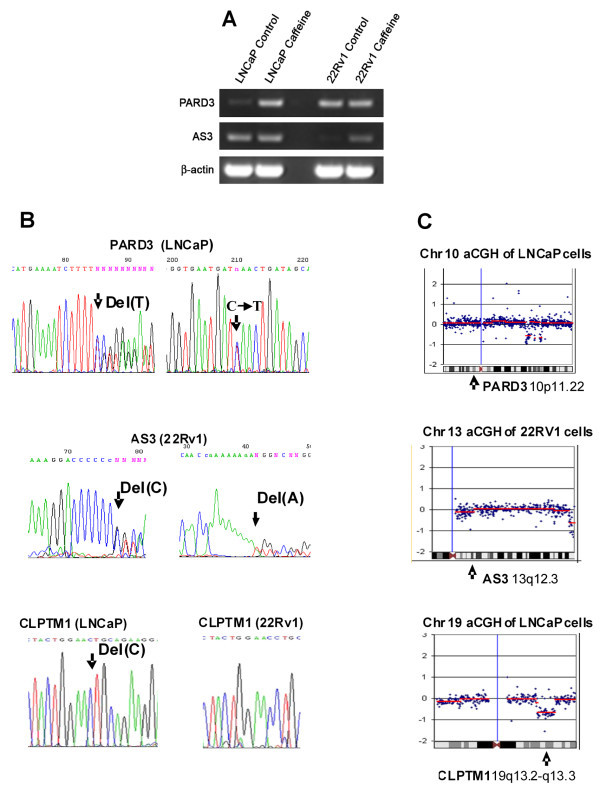
**Heterozygous bi-allelic inactivating mutations in PARD3 and AS3 genes in the LOH -free regions in LNCaP cells**. (A). RT-PCR analysis shows the lower mRNA levels in the untreated and the increased levels in caffeine treated LNCaP and 22Rv1 cells for the PARD3 and for AS3 genes, respectively. (B). Sequencing chromatograms show heterozygous deletion of a T in the (T)5 coding repeat in one allele and C to T substitution resulting in the TAA stop codon in the other allele of the PARD3 gene in LNCaP cells (top); heterozygous deletion of a C in the (C)7 repeat in one allele and of an A in the (A)9 repeat in the other allele of the AS3 gene in the 22Rv1 cells (middle); and a homozygous deletion of a C in the (C)2 repeat of the CLPTM1 gene in the LNCaP cells (bottom). (B). Array CGH analysis shows normal genomic content in the PARD3 and AS3 loci in the LNCaP and 22Rv1 cells and the loss of heterozygosity for the CLPTM1 locus in LNCaP cells.

### Mutations in the AS3 gene in 22Rv1 cells are likely to occur during the growth of the primary tumor

The androgen-induced AS3 gene, also known as regulator of cohesion maintenance, homolog B (S. cerevisiae) (PDSB5), has been shown to be a mediator of the androgen-induced proliferative arrest of human androgen sensitive prostate cells in culture and in the rat prostate *in situ *[14]. 22Rv1 cells containing two heterozygous inactivating frameshift mutations in the AS3 gene is a human prostate carcinoma epithelial cell line derived from a xenograft that was serially propagated in mice after castration-induced regression and relapse of the parental, androgen-dependent CWR22 xenograft [15]. We rationalized that mutations in the AS3 gene could be selected during propagation of CWR22 cells in castrated mice and thus might account for the tumor relapse in castrated mice, giving rise to the 22Rv1 variant. Sequencing of the CWR22 genomic DNA, however, has identified AS3 gene mutations identical to that in 22Rv1 (not shown), suggesting that mutations in the AS3 gene occurred during the growth of the original primary tumor and not during the propagation of CWR22 cells in castrated animals or the passaging of 22Rv1 cells in tissue culture. This result is in line with previously reported findings [7] demonstrating that each of the mutations detected in the 22Rv1 prostate cancer cell line was also detected in the CWR22 cells.

### Analysis of phenotype alterations produced by expression of the PARD3 gene in LNCaP cells

The product of the PARD3 gene, which was first identified in *C. elegans*, is essential for asymmetric cell division and polarized growth. The protein has been reported to be involved in epithelial tight junction [16] and in cell-cell adherence junction [17]. To analyze the role of mutational inactivation the PARD3 gene for the LNCaP cells, we cloned the cDNA corresponding to the NM_019619.2 transcript variant of the RARD3 mRNA with the sequence of FLAG-tag attached to the 3' end into the pBMN-I-GFP retroviral expression vector. The FLAG-tagged PARD3 expression vector or empty vector (EGFP), was used for virus production and transfection of LNCaP cells. Western blot analysis with anti-FLAG or with anti-Par3 antibodies shows a protein band of predicted size in the LNCaP cells tranfected with the PARD3-Flag expression construct but not in control LNCaP cell not transfected with the construct or transfected with the empty EGFP vector (Figure 2A). Immunofluorescence analysis with anti-Flag antibodies has shown localization of the ectopically expressed Par3 protein along cell-cell contact regions (Figure 2B), in agreement with the reported involvement of Par3 protein in an epithelial tight junctions [16] and in an adherens junctions [18].

**Figure 2:**
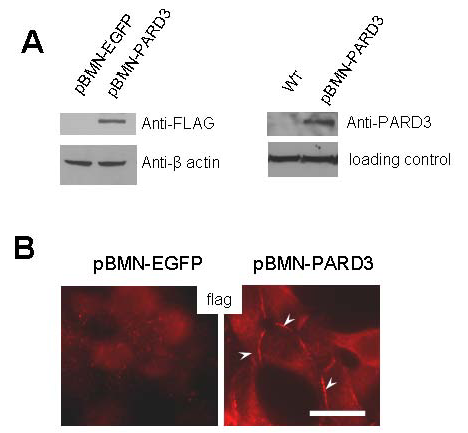
**Ectopic expression of Par3 protein in the LNCaP cells**. (A). Western blotting with anti-Flag (left) or with anti-PARD3 (right) antibody shows PARD3 expression in whole-cell lysates from the LNCaP cells stably transfected with Flag-tagged PARD3 expression vector but not in control nontransfected cells or transfected with EGFP empty vector. Blotting with anti-β-actin antibody was used as a loading control. (B) Immunofluorescent analysis with anti-flag antibodies shows localization of exogenous Flag-tagged Par3 protein at cell-cell contacts. Size bar is 20 μm.

Examination with a light microscope did not detect significant differences in appearance between the LNCaP cells, ectopically expressing Par3 protein, and the LNCaP cells transfected with empty vector (Figure 3A). However, since slight alterations in cell shape still could be observed (Par3 expressing cells seem to look slightly more attached to the plastic) we investigated the results of ectopic Par3 expression on focal adhesion as well as on tight and on adherens junctions. Staining of control and Par3 expressing LNCaP cells with anti-vinculin antibodies has shown that focal adhesions was not affected by ectopic expression of Par3 (Figure 3B top). Neither had Par3 expression had an effect on adherens junction as shown by staining with anti E-cadherin antibody (Figure 3B middle). However, staining with anti-ZO-1 (used as a marker for tight junction) antibody has shown that tight junction might be affected by ectopic Par3 expression. Usually, the ZO-1 staining surrounds cells by continuous line when their tight junctions are well established. On the contrary, LNCaP cells are traced by ZO-1 staining with dots as a clear indication of not so well established tight junctions (Figure 3B EGFP bottom). The expression of Par3 increases partially the continuality of the ZO-1 signal which indicates some stabilization (but not restoring) of tight junctions (Figure 3B bottom).

**Figure 3:**
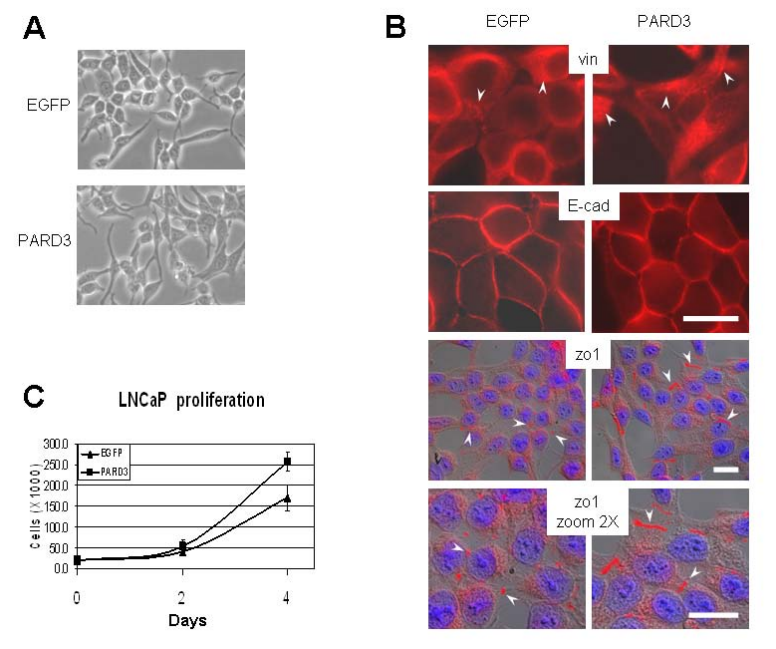
**Effect of Par3 protein expression on cell morphology, focal adhesion contacts, cell-cell contacts and proliferation rate**. (A). Phase contrast images (200×) of the LNCaP cells expressing or not expressing Par3 protein. (B). Immunoflurescent images showing the foci of vinculin (vin) - representative marker for focal adhesion contacts (stained with red indicated with arrows), E-cadherin - (E-cad) representative marker for adherens junctions (stained with red). Zonula occludens-1 (ZO-1) - representative marker for tight junctions is presented with overlay pictures from three independent layers: Differential Interference Contrast (DIC) visualizing cells shape, ZO-1 stained with red (indicated with arrows) and nuclei stained with blue. Size bar is 20 μm. (C). 5 × 10^3 ^cells per well were seeded in 24-well format tissue culture plate in RPMI 1640 containing 5% fetal calf serum (FBS). Cells were cultured for indicated time periods, harvested and counted by hemocytometer. Cell numbers are shown as the average ± S.D. of counting of cells in four wells per time-point. The experiment was repeated independently three times with similar results.

We also found that expression of Par3 resulted in higher adhesion of LNCaP cells to the components of extracellular matrix collagen type I and fibronectin (Figure 4).

**Figure 4:**
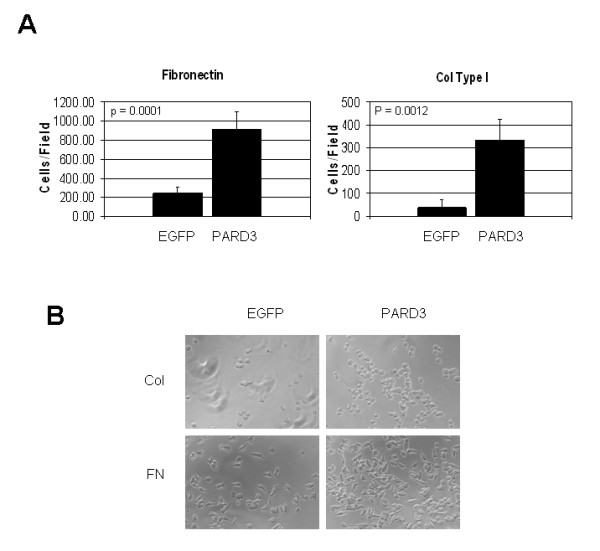
**Ectopic expression of Par3 protein enhances adhesiveness of the LNCaP cells**. (A). 2 × 10^4 ^of LNCaP cells stably expressing Par3 protein or transfected with empty vector (EGFP) were seeded over fibronectin or collagen Type I pre-coated wells of a 96-well plate and incubated at 37°C for three hours, as described in the "Methods" section. After washing the wells with Dulbecco's phosphate-buffered saline the numbers of attached cells were calculated as the average from eight wells. The results were presented as the mean value ± S.D. The experiment was repeated three times with similar results. (B). Representative phase-contrast pictures (200×) of the cells attached to wells coated with fibronectin (FN) and collagen Type I (Col) after performing adhesion assay as described above for panel (A).

Contrary to our expectations, with regard to a possible tumor-suppressor role for the PARD3 gene, ectopic expression of the PARD3 gene in LNCaP cells resulted in a higher proliferation rate in tissue-culture (Figure 3C). On the other hand, anchorage independent growth in soft agar was inhibited by PARD3 expression. Figure 5A illustrates that although number of colonies with diameter >0.2 mm formed by PARD3-expressing cells was slightly higher than that formed by control LNCaP cells tranfected with empty vector, the number of larger colonies with diameter >0.5 mm was significantly lower in the PARD3-expressing cells (Figure 5B). Also we found that expression of PARD3 affected the growth of LNCaP cells in 3D culture in Matrigel. Figure 5C shows that colonies formed by LNCaP cells not expressing Par3 protein are larger and look more condensed, while the colonies formed by Par3 expressing cells look dispersed at the periphery.

**Figure 5:**
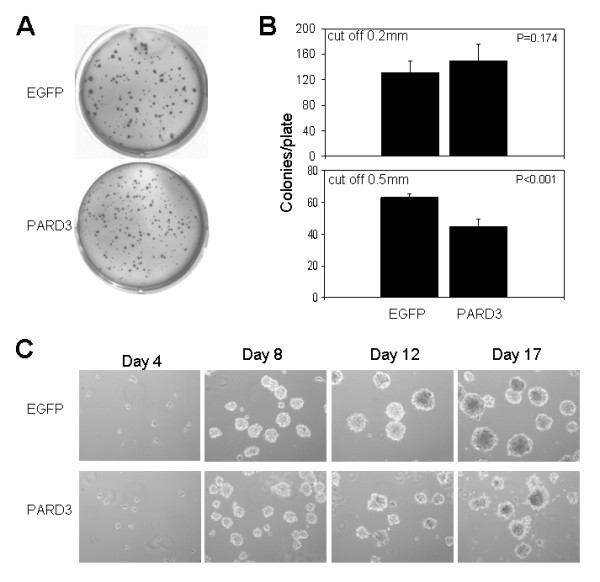
**Effect of expression of Par3 protein on anchorage-independent growth and on three-dimensional growth in Matrigel matrix**. (A). Representative images of the wells with colonies developed inside soft agar on day 21. (B). Charts represents the actual number of colonies per well with cut off diameter for counting - 0.2 mm and 0.5 mm. The experiment is representative of three independent analyses with similar results. (C). The effect of PARD3 expression on the three-dimensional growth of LNCaP cells in reconstituted basement membrane (Matrigel). Equal numbers of LNCaP cells expressing Par3 protein or control LNCaP cells transfected with empty vector (EGFP) were seeded over Matrigel pre-coated wells of 24-well plate plates in 2% Matrigel as described in "Methods". The phase contrast images (200×) were taken on every 4 days to track 3D structure formation. The images represent three independent experiments with similar results.

## Discussion

We have previously demonstrated using GINI that LNCaP cells have biallelic inactivating mutations in the JAK1, CLPTM1 and SYNJ2 genes [13]. In this work, using an improved version of GINI, we have added the PARD3 to the list of mutant genes in the LNCaP cells. Our method has again identified the CLPTM1 as a candidate for sequencing but missed the JAK1 and SYNJ2 genes. 

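SYNJ2, a phosphoinositide phosphatase gene, met the untreated and accumulation criteria with the deposited values and not the degradation criterion. Its most strongly accumulating probe set had an untreated difference of -2.42, and accumulations of 2.24 in LNCaP and 0.84 in 22Rv1. Its untreated signal in LNCaP, 3.43, is below the floor of 4, and with signals under 4 set to 4, a choice made after seeing the data, the untreated difference is -1.86, short of the cut-off, and the accumulation 1.68. Its degradation was 0.51 in LNCaP, below the cut-off of 1.3, and 0.77 in 22Rv1. Another SYNJ2 probe set was above the floor in LNCaP only after caffeine, at 4.25, and the remaining detected one had an untreated difference of -0.09. Of the 7 SYNJ2 probe sets 3 were detected.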

The reason we missed the SYNJ2 may be that the cut- off threshold chosen for selecting candidates for sequencing were too stringent. 

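With the degradation criterion left out, 56 probe sets passed for LNCaP, SYNJ2 among them. SYNJ2 was also among the 20 that passed when the degradation cut-off was loosened to 0.5, a value chosen after seeing the data. It was not among the 17 that passed when the cut-off for accumulation and degradation was loosened to 1.0, nor among the 11 with an untreated cut-off of 1 or the 18 with no limit in 22Rv1. The 17 included STX1A, DNMBP, REV1, ELL2 and ZBTB10, which were named after their values were seen. The 18 included KLF4, KLF6 and PPP1R15A, which exceeded the limit of 1.0 in 22Rv1 in at least 1 of the steps. JAK1 passed under none of these settings.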

Analyzing the microarray data in the Additional file 1: Table S1, one can see that loosing the stringency of selection parameters results in the appearance of the SYNJ2 gene in the list of candidates; however, the list is becoming too large. The JAK1 gene was missed because the 22Rv1 cells used as a control for the LNCaP also contained a mutation in the JAK1. 

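JAK1, a cytokine receptor kinase gene, had similar signals in both lines before and after caffeine. Its probe set with the higher signal had log2 signals of 5.16 in LNCaP and 4.79 in 22Rv1 untreated, and 8.01 and 8.18 after caffeine, so it failed the untreated criterion and the limit of 1.0 in 22Rv1. Its degradation was 1.21 in LNCaP and 1.07 in 22Rv1, under 1.3 in LNCaP as well. The other detected JAK1 probe set was below the floor of 4 untreated in both lines, and with signals under 4 set to 4, a choice made after seeing the data, it had accumulations of 1.71 and 1.47 and degradations of -1.08 and 0.27. The other 3 JAK1 probe sets were not detected.

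**Figure D5:**
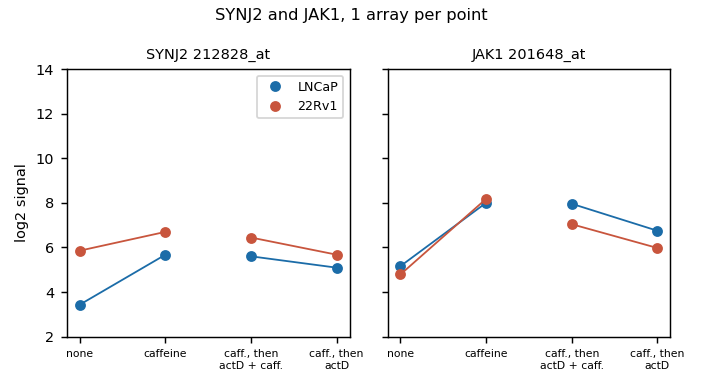
Log2 signal of SYNJ2 and JAK1 by treatment in both lines, with 1 array per point and lines joining the arrays compared in each step. Untreated, SYNJ2 stands at 3.43 in LNCaP and 5.86 in 22Rv1, and JAK1 at 5.16 and 4.79.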

Using an additional control cell line, such as PC3, for example, would result in including the JAK1 in the list of candidates, since PC3 has no mutation in this gene. The advantage of using many cell lines in GINI analysis has been demonstrated recently by identifying mutations in melanoma cell lines [19]. By analyzing a panel of 12 cell lines, the authors identified three novel melanoma tumor-suppressor genes. The melanoma cell lines analyzed do not have microsatellite instability and, consequently, must have low mutation frequency. This fact, besides suggesting the importance of mutant genes for the development of melanoma, demonstrates that GINI is not restrained to identifying mutations in MSI positive cell lines. Although applying our version of GINI to simultaneous analysis of multiple cell lines of the same tumor type could dramatically improve the efficiency of mutation identifications, false positives caused by cell line-specific variability in the efficiency of NMD degradation of transcripts representing the natural substrate of NMD put limit on GINI efficiency. Another limitation to GINI efficiency is the reported variability in the efficiency of NMD for the degradation of mutant mRNAs [20]. Finally, short-lived mRNAs transcripts degraded by other than NMD mechanisms will also be frequently overlooked in GINI analysis. With the advent of the next-generation sequencing, however, further improvement of GINI efficiency may become irrelevant.

The AS3 gene in the 22RV1 cells has been inactivated by frameshift mutations in the (C)7 and (A)9 mononucleotide repeats. Frameshift mutations at repetitive sequences in a coding DNA in cancers with MSI do not necessary indicate the tumor-suppressor role of the mutant genes, but may be just a byproduct of the inherent instability of repetitive DNA. However, the involvement of the AS3 gene product into androgen receptor signaling and vitamin D receptor action in prostate cancer cells [21] suggests that inactivation of AS3 may contribute to the development of androgen-independent prostate cancer.

The type of mutations in the PARD3 gene in LNCaP cells, a base substitution resulting in nonsense codon in one allele and the deletion of a (T) in a (T)5 repeat in the other allele, suggests the selective advantage provided by the mutational inactivation of the gene; a repeat as short as (T)5 is stable even in cancers with MSI [22,23] and two independent mutations in a gene is a highly improbable event to occur without selection. The higher proliferation rate of LNCaP cells following the ectopic expression of PARD3 gene indicates that the mutations were unlikely to occur during the propagation of LNCaP cells in tissue culture; the LNCaP cells without mutations in the PARD3 gene would quickly outgrow the cells with mutations in tissue culture.

Par3 protein is a member of the Par complex that includes Par3, Par6, serine/threonine kinase aPKC (atypical Protein Kinase C) and small GTPase Cdc42 [24-26]. The complex regulates epithelial cell-polarity and asymmetric cell division. Loss of cell polarity is thought to be involved in multiple aspects of oncogenesis, such as invasive and migratory processes [27,28], it is also suggested that deregulation of asymmetric cell divisions of stem or progenitor cells could be responsible for the abnormal self-renewal and differentiation of cancer stem cells [29,30]. Although restoration of PARD3 expression in LNCaP cells resulted in a higher rate of cell-proliferation in tissue culture, it also impaired the ability to form large, condensed colonies in a three-dimensional culture. This fact supports the idea that cell-polarity-mediated 3D tissue organization can function as a non-canonical tumor-suppressor [30]. Since the restoration of PARD3 expression in LNCaP cells did not suppress tumor growth in subcutaneously injected nude mice (data not shown) we can suggest that mutational inactivation of the PARD3 gene could be a tumor-initiating event and occur at the level of the prostate stem cell. PARD3 inactivation-mediated loss of asymmetric cell division could lead to accumulation of stem or progenitor cells and to disruption of 3D tissue organization, resulting in the initiation of tumor formation. Alternatively, PARD3 inactivation could be a late event in the LNCaP tumor progression. Since the expression of Par3 protein resulted in a higher adhesiveness of LNCaP cells to the components of the extracellular matrix, it is possible that the PARD3 inactivation, although reducing the proliferative potential at the same time promoted cell migration to the lymph node, from which the LNCaP cell line is derived.

## Conclusion

Using an improved version of GINI, we identified biallelic inactivating mutations in the AS3 and PARD3 genes in prostate cancer cell lines. Inactivation in a prostate cancer cell line of the PARD3 gene, involved in asymmetric cell division and maintenance of cell-polarity suggests that the loss of cell-polarity contributes to prostate carcinogenesis.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

II worked on the identification of mutant genes using GINI analysis. DK worked on the analysis of the biological effect of PARD3 expression in LNCaP cells, and YI coordinated the study and wrote the manuscript. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-2407/9/318/prepub

## Supplementary Material

Additional file 1 **Table S1. Quintile normalized log transformed U133Plus2.0 GeneChip hybridization data on GINI analysis of LNCaP and 22Rv1 cells**. Affymetrix GeneChip Human Genome U133Plus2.0 arrays were used to analyze total RNA prepared from LNCaP and 22RV1 cells after the following treatments: 1) no treatment (the columns LNCaP Ctrl and 22Rv1 Ctrl); 2) four hours of incubation with caffeine (LNCaP Caff and 22Rv1 Caff); 3) four hours of incubation with caffeine followed by four hours of incubation with caffeine and Actinomycin D (LNCaP CAC and 22Rv1 CAC) and 4) four hours incubation with caffeine followed by four hours of incubation wit Actinomycin D (LNCaP CA and 22Rv1 CA). The Affymetrix .CEL files were loaded into an R software environment and quintile-normalized and log-transformed using the *gcrma *function, available at the http://www.bioconductor.org Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

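The authors deposited log2 signals of Affymetrix U133 Plus 2.0 arrays, which they background corrected, quantile normalized over the 8 arrays and summarised per probe set with gcRMA. The submitters' processing notes name RMA and GCRMA with no version. All arrays hold the same distribution of values, so no array differs in its overall level. The deposited values were used as they are, and every difference is a difference between log2 values of 2 arrays.

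Probe sets take their gene from the annotation of the array. Of all probe sets, 41097 have 1 gene symbol, 1801 have several and 11777 have none, and 41043 of those with 1 symbol have their gene in the RefSeq table of GRCh38.p14, which changed 0 symbols. Genes with no probe set of their own were not analysed here.

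A probe set counts as detected in a comparison with a log2 signal of at least 4 in one of its arrays. Counts for single lines use a cut-off of 1.3 on the log2 scale, and gene lists and genes use 1. For accumulation 773 of 21776 detected probe sets were higher and 608 lower in LNCaP, and 1257 of 21933 higher and 915 lower in 22Rv1. For degradation the counts were 589 and 873 in LNCaP and 417 and 153 in 22Rv1, and for decay 1599 and 1517 in LNCaP and 640 and 1435 in 22Rv1. The candidate criteria were applied to all probe sets with the cut-offs of the paper.

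The genes named are the 10 highest and 10 lowest by the smaller of their differences in the 2 lines, the 5 with the largest difference between the lines in each direction, the 10 highest in each line untreated, and the 4 members of each list with the largest differences, with further members where a list is described gene by gene. The gene lists, criteria, comparisons and tests were set before the data were examined. The degradation cut-off of 0.5, the setting of signals under 4 to 4 for the candidates, for other genes the paper names and for the genes with the largest degradation, the scaling on poly-A probe sets, the comparison of actinomycin D with caffeine against caffeine alone, the members beyond the 4 of each list and all tests of explanations were chosen after seeing the data. The scaling makes the poly-A means of the arrays equal, which moves the decay of all probe sets down by 1.55 in LNCaP and 1.19 in 22Rv1.

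Responses shared by the lines were fitted with limma 3.58.1 in R 4.3.3, with terms for cell line and treatment over 8 arrays. The fit has 3 residual degrees of freedom and a prior of 2.93, and tested probe sets with a mean of at least 4. Leaving out a cell line leaves no residual degrees of freedom. The 9 probe sets called higher after caffeine had medians of 2.84 in LNCaP and 2.92 in 22Rv1. camera tested 21 lists with a preset correlation of 0.01 and again with an estimated correlation. A list's median in a single line was compared with 10000 random lists of the same size and level. In simulated data for accumulation over 21453 probe sets, limma recovered 0 of 200 changes of 1 log2 unit, 112 of 200 of 2 and 156 of 200 of 3, with 0, 2 and 4 false calls.

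The alternatives tried were other cut-offs and floors, centring on the median, quantile normalization again, limma with no block, with a variance trend, with robust variances, with other filters and with only the arrays compared, the mean of all probe sets of a gene, and each other probe set of a named gene. The rest was computed with python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and drawn with matplotlib 3.10.9.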

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

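All tests of explanations below were chosen only after the result was seen.

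With the inequalities of both lines turned round, 17 of the 206 probe sets past criteria 1 and 2 passed for LNCaP and 13 of 185 for 22Rv1. With the criteria as given, 7 of 56 and 5 of 100 passed. Independent array noise was tested through the share of probe sets past criteria 1 and 2, or their mirror, that also passed criterion 3. The lowest of 4 percentiles among matched draws was 98.98, just short of the bound for excluding noise in every selection, so noise is left open for 22Rv1. In the mirrored selections probe sets also went against criterion 3 more often than matched draws (percentile 97.26 or above), which is consistent with probe sets that scatter widely between arrays, whereas the LNCaP selection did not (percentile 20.9) and the 22Rv1 selection leaves scatter open (percentile 91.84). No biological explanation was tested.

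On the LNCaP array for actinomycin D with caffeine the 18S rRNA probe sets were higher than on the array without caffeine by a mean of 5.45. The actin 3' minus 5' difference of this array was 1.81, below that of the untreated array (2.14) and above that of the array without caffeine (1.20), while the GAPDH difference was lower than on either (0.48 against 0.65 and 0.56), so degraded RNA is left open. The SD of its differences from the caffeine array was 0.877 times that of the array without caffeine, and in 22Rv1 0.835 times, so whether it stands apart in all probe sets is left open. A response of both lines is left open, since in 22Rv1 the 18S mean was 1.08 in the same direction while the 28S mean was -0.62, and in LNCaP the 28S probe sets went both ways (-0.96 and 3.90).

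The smallest degradation among the 10 genes highest in both lines was 2.44 in LNCaP and 2.43 in 22Rv1, the latter for COX17, which has only 0.70 there with signals under 4 set to 4, against 3.22 for DDIT3 and 2.72 for PPP1R15A. A difference in the scaling of the arrays would move the poly-A controls as well, which had means of -0.37 (SD 0.63) in LNCaP and -0.42 (SD 0.26) in 22Rv1, so it does not account for them. Continued transcription under actinomycin D with caffeine was examined through immediate early and cAMP genes raised by at least 1 after caffeine. Their median difference from the caffeine array was -2.46 over 22 genes in 22Rv1 and -0.26 over only 4 genes in LNCaP. These genes were picked for a high signal on the caffeine array, and no array kept caffeine without actinomycin D in the second step. A fall therefore does not exclude transcription, which is left open in both lines. Slower decay of natural NMD substrates may contribute. The percentiles among random lists, in LNCaP and 22Rv1, were 98.6 and 97.43 for the NMD factors and 87.81 and 99.8 for the snoRNA hosts. For the splicing factors they were 91.16 and 100.0. The lowest percentile of these 3 lists was 87.81, which does not settle it.

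The poly-A control probe sets were higher after actinomycin D alone than untreated by a mean of 1.36 in LNCaP and 0.90 in 22Rv1. The G2/M genes had a median accumulation of 0.70 in LNCaP and -0.22 in 22Rv1. Among genes detected in both lines, accumulation in LNCaP and 22Rv1 was opposite for FAM43A (-1.65 and 1.06), GDF15 (-1.05 and 1.04), NEDD9 (-1.12 and 1.15), NKAIN1 (1.24 and -1.65), TBC1D30 (-1.13 and 1.10) and TENT5C (1.02 and -1.49). Degradation was opposite for ABT1 (1.79 and -1.06), FAAH2 (1.16 and -1.19), FKBPL (1.19 and -1.67), FNDC10 (1.30 and -1.11), ID3 (1.08 and -1.11), NRIP1 (-1.003 and 1.53), RBL1 (-1.16 and 1.05), RHBDL2 (-1.93 and 1.18), RIPK4 (1.78 and -1.14) and TIAM2 (1.03 and -1.01). The differences between the lines were not tested.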

How the results depend on the processing

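The degradation cut-off of 0.5, the setting of signals under 4 to 4 and the scaling on poly-A probe sets were tests chosen only after the result was seen. The candidates depend on the cut-offs: for LNCaP and 22Rv1 in turn, 1 and 1 probe sets passed with a cut-off of log2 of 3 (CLPTM1 and EIF5), 17 and 10 with a cut-off of 1.0, 11 and 10 with an untreated cut-off of 1, 56 and 100 with no degradation criterion, 20 and 17 with a degradation cut-off of 0.5, and 17 and 13 in the mirror selection. With no limit in the control line 18 passed for LNCaP. With signals under 4 set to 4, 5 passed for LNCaP (without VRK3 and AFF3) and 3 for 22Rv1 (without TTLL7 and AGO2). With the arrays centred on their median 6 passed for LNCaP (without AFF3).

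For accumulation in LNCaP (caffeine minus untreated) 2526 probe sets passed a cut-off of 1.0, 752 a cut-off of log2 of 3 and 881 with a floor of 6. For accumulation in 22Rv1 3733 passed 1.0 and 1347 log2 of 3. For degradation in LNCaP the counts were 2645, 821 and, with a floor of 6, 811, and in 22Rv1 1247, 310 and 294. For decay in LNCaP 4675 passed 1.0 and 2030 passed with a floor of 6, and in 22Rv1 3390 passed 1.0 and 1353 log2 of 3. Untreated, 9019 passed a cut-off of 1.

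For shared accumulation limma called 0 probe sets with no cell line block, 0 with only the 4 arrays compared (4151 at an unadjusted p under 0.05), 136 with a variance trend, 6 with robust variances, 1 with no filter, 207 with a mean of at least 6 and 105 when scaled on poly-A probe sets. For shared degradation it called 7 with a trend, 1 with no filter, 5 with a mean of at least 6 and 31 when scaled. For shared decay it called 0 with no cell line block, 0 with only the 4 arrays compared (4252 at an unadjusted p under 0.05), 6 with no filter and 17547 when scaled.

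Among list medians of at least 0.2 and differences of at least 1 in size, the sign turned for these. The translation initiation and argonaute list had an accumulation in 22Rv1 of -0.20 with the mean of all probe sets, and the basal markers -0.0221 with no floor. Accumulation turned for other probe sets of AFF3 (-0.0595), ANKRD28 (-1.17 and -0.0454), GTPBP2 (-0.0448), VRK3 (-0.18) and ZFAS1 (-0.12) in LNCaP, and of CBLB (-0.30), KLF6 (-0.27) and LRIG2 (-1.47) in 22Rv1. The untreated difference turned for ANKRD28 (2.12 and 1.04), EIF5 (-0.32), GTPBP2 (0.0776), TTLL7 (-0.36) and VRK3 (0.33). Degradation turned for ANKRD28 (-0.54 and -0.14), GTPBP2 (-0.0185), LMNTD2-AS1 (-0.79), NR4A3 (-0.0103) and VRK3 (-0.17 and -0.0798) in LNCaP, and for PPP1R3B (0.11) and TTLL7 (-0.22) in 22Rv1. Smaller differences also turned, among them DUSP4 accumulation (-1.27) and EPB41L4A-AS1 degradation (-0.33) in LNCaP. Signals below the floor on both arrays gave the values of AFF3, NR4A3, PPP1R3B and TTLL7, the degradation of GTPBP2 (-0.0185) and ANKRD28 (-0.54) and the untreated difference of VRK3, which are not measured reversals.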

Differences from the paper's values

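For EIF5 the paper's Table 1 gives a degradation of 0.9 in LNCaP, and the deposited values give 1.00 (0.9962), just under the limit of 1.0. For EIF2C2 (AGO2) the paper gives 0.1 in LNCaP, and the deposited values give 0.0063. Of the alternatives set before the data were examined, centring on the median and quantile normalization again both leave these values apart from the paper's. The other 70 of 72 values of Table 1 lie within 0.05 of the deposited values, and the counts of 7 and 5 probe sets are equal.

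The paper gives 1.3 on the log scale for a 3-fold difference, while 1.3 is 2.46-fold and the log2 of 3 is 1.58. The probe set that the paper names AFF1 is annotated here to AFF3, and LOC692247 to LMNTD2-AS1. The paper gives a mutation in the control line as the reason JAK1 was missed, and its degradation of 1.21 in LNCaP is also below 1.3. The paper expects stress genes to be degraded alike whatever the status of NMD. It also counts transcripts with an upstream open reading frame as natural NMD substrates. Whether DDIT3 and PPP1R15A carry one was not examined, so their values need not conflict with that expectation. DDIT3 and PPP1R15A were higher by 2.67 or more when caffeine was kept, with signals under 4 set to 4 (chosen after seeing the data). Of 29 ATF4 genes 5 were higher by at least 1 in LNCaP and 4 in 22Rv1 (medians 0.46 and 0.10). Of 21 immediate early genes 7 were in LNCaP and 3 in 22Rv1 (medians 0.56 and 0.33). Of 10 cAMP targets 1 was in LNCaP and 0 in 22Rv1 (medians 0.43 and 0.20).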

Other observations

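Neuroendocrine markers were higher in 22Rv1 than in LNCaP before treatment, by at least 2 in 5 of 5 detected genes, with a median of -3.96 for LNCaP minus 22Rv1. SCG3, a granin of secretory granules, differed by -4.04, CHGB by -3.99 and the enolase gene ENO2 by -3.96. The synaptic vesicle gene SYP differed by -2.77 and CHGA by -2.02. The LNCaP signals of SCG3, CHGB, SYP and CHGA were below the floor of 4, so the sizes of their differences are not exact. The median and the count at a difference of 2 are therefore not exact either. Of 4 luminal markers 2 were higher in 22Rv1 by at least 2, among them KRT8 at -2.74. Androgen receptor targets ran both ways, with 5 higher in LNCaP and 4 in 22Rv1, among them TMPRSS2 at 3.28, ABCC4 at 6.58 and HPGD at -3.36. The 4 measured leukocyte markers were not detected, and of the basal markers KRT15 alone was, with an accumulation of 1.04 in 22Rv1. Of 9 stromal markers 5 were detected, with median accumulations of 0.10 and -0.76.

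Of 20 G2/M genes 4 were higher by at least 1 after caffeine in LNCaP, among them AURKA at 1.30, AURKB at 1.05 and HMMR at 1.04, against -0.05, -0.04 and -0.41 in 22Rv1. The list was not called over both lines in camera (adjusted p = 0.405 with the preset correlation, adjusted p = 0.910 with an estimated correlation). NFkB targets had medians of 0.31 and 0.00, with TNFAIP3, which restrains NFkB signalling, at 2.55 and the chemokine gene CCL20 at 2.63 in LNCaP and both below the floor in 22Rv1, and NFKBIA at -0.02 and -2.65. The p53 targets had medians of 0.01 and 0.08, while the cell cycle inhibitor gene CDKN1A was at -1.68 and -1.02. Cohesin genes had medians of 0.32 and 0.38, polarity and junction genes -0.15 and -0.30, and mismatch repair genes -0.11 and 0.10. Translation initiation and argonaute genes had -0.07 and 0.30, but -0.20 in 22Rv1 with the mean of all probe sets of a gene. Cholesterol synthesis genes had -0.07 and -0.05, and androgen receptor targets -0.13 and -0.11. In decay the androgen receptor targets had medians of -0.48 in LNCaP and 0.03 in 22Rv1, with KLK3 at -1.32 and 0.71. The differences between the lines were not tested, and no difference has a replicate check.

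A hypothesis is that caffeine may keep a few stress transcripts, such as DDIT3 and PPP1R15A, from decaying in the second step by a route other than NMD, which the lists of natural substrates (lowest percentile 87.81) leave open. Whether DDIT3 and PPP1R15A are themselves natural NMD substrates was not tested, and if they are, no other route is needed. Replicate arrays of the second step with another inhibitor of NMD, such as knockdown of UPF1, would test the hypothesis through DDIT3, PPP1R15A and SNHG17.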
